A study of Arabidopsis thaliana with 4 samples. Its data were reported in "Multiome in the Same Cell Reveals the Impact of Osmotic Stress on Arabidopsis Root Tip Development at Single‐Cell Level" (2024).

How the data were processed

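Nuclei of root tips (5 mm) of Arabidopsis thaliana Col-0, the reference accession of the species, were compared between plants grown on control medium and plants grown under osmotic stress, which the study applied by adding sorbitol to the medium. Each group had 2 libraries, named here control replicate 1 and 2 and stress replicate 1 and 2 after the labels. The libraries came from a droplet assay that reads open chromatin (ATAC) and RNA from the same nucleus, with 15000 nuclei loaded per library. In the ATAC part, a transposase cuts accessible DNA and tags the cut ends, so that a high number of cut sites marks an open region. No sequencing date or batch was given in the sources used here.

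Per the file headers, the authors ran Cell Ranger ARC 2.0.2 on an Ensembl TAIR10 reference, with the organelle genomes left out of peak calling. For each library the authors deposited a list of peaks and a matrix of raw counts, which hold whole numbers that were neither normalized nor scaled. Peaks were called by the authors in each library alone, and each matrix was counted in the peaks of its own library, so that a region without a peak in a library has no count there. All barcodes were kept in the deposited matrices (731204 to 736139 per library), most of them with too few counts to be nuclei. The rows of each matrix are genes (RNA counts) followed by peaks (ATAC counts). The order of the peak rows was checked by the rank correlation of the counts of overlapping peaks between libraries, which was 0.936 to 0.992 in the order of the peak lists and at most 0.223 after a shift by 1 row. The commonest ATAC value was 2, and 73.7% to 75.9% of ATAC values were even, so the counts are cut sites, usually 2 per fragment. The gene rows carry no names in the tables used here, and no RNA row is named for that reason.

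Coordinates are those of the deposited peaks on TAIR10, written 1-based. Gene positions came from the RefSeq annotation of TAIR10.1, which has the same sequence for the 5 nuclear chromosomes. This was checked on the peaks: 64.5% to 68.0% of them overlapped a gene start, against at most 34.1% after a shift by 10 kb. Peaks of the 4 libraries were merged wherever they overlapped by at least 1 base, and merged regions over 20 and under 10000 bases were kept, as in the study (0 of 27677 fell outside). A region was placed at a gene start if it overlapped 1 kb upstream to 200 bases downstream of a start. It was named by the gene with the nearest start among those whose body or 2 kb upstream it overlapped. Regions that match the mitochondrial or plastid genome were found with blastn 2.17.0 (at least 95% identity over at least 50% of the region, e-value at most 1e-10).

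Called nuclei were barcodes with more than 1000 and fewer than 100000 ATAC counts and more than 1000 and fewer than 25000 RNA counts, which are limits the study states. Its limits on nucleosome signal and on enrichment at transcription start sites need fragments and were not applied here. No doublet caller was run, and the share of doublets is not known. Instead, the comparisons of regions and of genes over all nuclei were repeated without the 5% of nuclei with the highest ATAC counts in each library.

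Libraries are the replicates. Counts of called nuclei were summed per library and region, and stress was compared with control by the quasi-likelihood test of edgeR 4.0.16 (TMM normalization, filterByExpr, two-sided), with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. Only regions with a peak in all 4 libraries were tested. Gene accessibility was the sum of those regions over the gene body and 2 kb upstream, so that 1 region can count for several overlapping or neighbouring genes. Standard errors of log2 fold changes were derived from the F statistic. Values per library are counts scaled to library size after TMM (CPM), given as mean ± SD over the 2 libraries of a group. The median count per library and tested region was 2437. Numbers of nuclei and depths were compared by an exact permutation test of 2 against 2 libraries, two-sided, whose smallest possible p is 0.333, so no such comparison could pass 0.05.

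Gene lists were tested on log2 CPM of gene accessibility with camera of limma 3.58.1 (preset correlation 0.01, prior count 2), with Benjamini-Hochberg adjustment over 7 lists. Of these, 6 were taken from the study: its osmotic stress genes, auxin genes, trichoblast trajectory gene clusters 1, 2 and 3, and H3K4 methylation genes. The last list holds classic osmotic and abscisic acid (ABA) response genes and was written from general knowledge. The study drew its trichoblast and H3K4 methylation lists from these samples, and it named known osmotic stress and auxin genes with changes it saw in these samples, so its lists are not independent evidence. The members of the trichoblast and H3K4 methylation lists were copied from the study after the counts had first been read, before any list was tested.

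Nuclei were clustered on shared regions by TF-IDF and singular value decomposition (components 2 to 30), 20 nearest neighbours and Leiden clustering at resolution 1 (scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2). Markers of 9 root cell classes had been fixed. None was among the top 10 genes by fold of any of the 11 clusters with at least 50 nuclei, so clusters are unnamed and compared by number. The 10 clusters with at least 50 nuclei in every library were tested for stress effects, which left out 147 nuclei (0.306%). Numbers of nuclei per cluster were compared by the quasi-likelihood test of edgeR with library totals as sizes. Counts within clusters were tested with the same settings as above, and the difference of the stress effect between clusters by an interaction term with the library as a block.

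The regions and genes named in the text followed a rule. Among regions past the threshold, with both libraries of one group above both of the other and a mean log CPM above the median of tested regions, the 5 with the largest rise and the 5 with the largest fall are named. For genes, the same rule gave 3 rises and 3 falls. The osmotic stress and auxin genes of the study that could be tested, 1 region on chromosome 5 that the study shows, and members of the classic list past the threshold are named as well. The rule also covered 1 gene that is not reported here. The groups, tests, lists, markers, naming rule and most alternatives were set before the data were examined.

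The tests of regions, genes, RNA rows, the interaction and gene lists were run on simulated counts with known changes, drawn from the means and library sizes of the real libraries. The tests of cluster shares and within single clusters were not. For 18340 regions, 53.7% of regions changed by 1.25-fold, 98.5% of those changed by 1.5-fold and 100% of those changed by 2-fold were recovered. There were 24 false calls, which made 12.5% of all calls and so exceeded the nominal 5%. For 22820 genes the shares were 80.6%, 100% and 100%, with 18 false calls (8.78%). For the interaction between cluster and condition, with a change in 1 cluster of 18340 regions, they were 1.49%, 43.3% and 92.4% at the same folds, with 3 false calls. For 21760 RNA rows, 0%, 0% and 26.2% were recovered, with 1 false call. In the gene list test, a list of 12 raised genes among 22820 gave a p of 7.63e-25 and a list of 12 unchanged genes a p of 0.221.

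The alternatives set in advance covered DESeq2 1.42.0, other normalizations, count filters, barcode limits, equal numbers of nuclei or counts per library, peak width, the regions that enter a gene, the clustering, the replicate number as a block, and leaving out each library in turn. Added after seeing the data were fragments in place of cut sites, the same number of nuclei of each cluster from each library, removal of a trend on accessibility or on GC content, analyses without regions that match the mitochondrial genome, clustering without changed or organelle regions, the fragment-based limits on nuclei, leaving out each library in the comparisons of nuclei and depth, and all tests of RNA rows. Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3) and R 4.3.3 were used. Confidence intervals of shares are Wilson intervals at 95%. They cover counting error only, and cut sites of 1 fragment are not independent.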

Results

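Root tips of Arabidopsis grown on control medium or under osmotic stress were compared by the ATAC part of a droplet assay, with 2 libraries per group. The summed ATAC counts in peaks were 47853119 and 71738704 for control replicates 1 and 2 and 75473335 and 73248702 for stress replicates 1 and 2. Between 19858 (control replicate 1) and 25001 peaks (stress replicate 2) had been called per library. Called nuclei held 82.5% and 84.9% of the ATAC counts in the control libraries and 89.5% and 90.7% in the stress libraries. The summed RNA counts ranged from 124826609 in control replicate 1 to 189509527 in stress replicate 1.

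**Figure D1:**
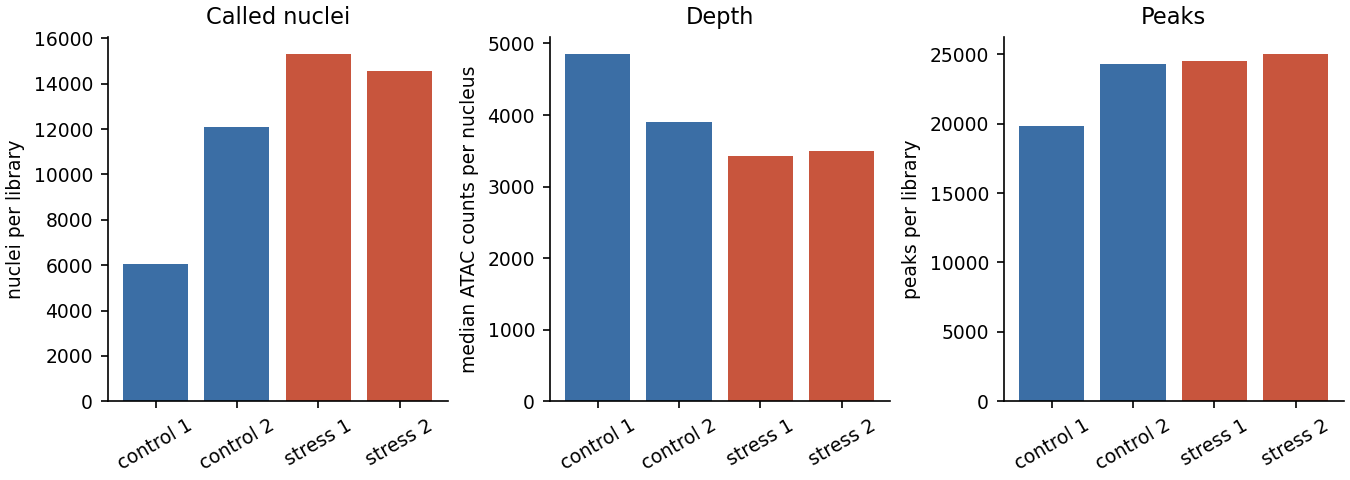
Called nuclei, median ATAC counts per nucleus and number of deposited peaks in each of the 4 libraries, as bars from 0. Control replicate 1 had 6069 called nuclei, against 12068 to 15302 in the other libraries, and the highest median count per nucleus.

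Whether the libraries were alike in size and depth was compared first. There were 6069 and 12068 called nuclei in the control libraries and 15302 and 14552 in the stress libraries. The means were 9068.5 ± 4241.93 and 14927 ± 530.33 (SD, n = 2 each), a difference of 5858.5 (exact permutation test, two-sided, p = 0.333). Without control replicate 1 the difference was 2859, and without control replicate 2 it was 8858. The median ATAC count per nucleus was 4851 and 3898.5 in control and 3423.5 and 3494 in stress. The group means were 4374.75 ± 673.519 and 3458.75 ± 49.851 (SD, n = 2 each), a difference of -916 (exact permutation test, two-sided, p = 0.333). The p of 0.333 is the smallest that 2 against 2 libraries can give, so neither difference could pass 0.05. The difference in depth was -439.75 without control replicate 1 and -1392.25 without control replicate 2. For both differences, leaving out a control library moved the value more than any other alternative. With all 4 libraries, the limit of 2000 ATAC counts gave a difference of 3960 nuclei, and the mean over nuclei gave a difference in depth of -1287.

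Peaks of the libraries merged into 27677 regions, of which 18340 (66.3%) held a peak in every library. Of the rest, 3528 held a peak in every library but control replicate 1. There were 1124 regions with a peak in both stress libraries and no control library, and 229 with a peak in both control libraries and no stress library. Of the counts in called nuclei, 95.3% in control replicate 1, 82.7% in control replicate 2, 82.2% in stress replicate 1 and 81.5% in stress replicate 2 lay in shared regions. A stricter list of peaks with at least 50 CPM moved the number most, to 4986 shared regions (56.8% of the merged ones).

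Across the 18340 shared regions, which are not independent replicates, the Pearson correlation of log CPM (offset 5) was 0.991 between the stress libraries and 0.958 between the control libraries. Control replicate 2 correlated with the stress libraries at 0.973 each, above its correlation with control replicate 1. Control replicate 1 correlated with them at 0.935 and 0.934.

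The main comparison asked which regions changed their accessibility under osmotic stress. Of 18340 regions, 210 passed an adjusted p of 0.05 (edgeR, Benjamini-Hochberg), with 170 rises and 40 falls. In all 210, both libraries of one group lay above both of the other. This held for 58.5% of all tested regions. Chance gives 33.3% only for libraries of equal spread, and the control libraries lie farther apart than the stress libraries. The regions also are not independent, so the excess over 33.3% is no measure of a group effect. At an unadjusted p under 0.05 there were 4305 regions. Rises ranged from 0.28 to 0.95 on the log2 scale (median 0.39) and falls from -0.30 to -1.28 (median -0.52). The count depended on the test and the libraries. DESeq2 gave 1454 rises and 816 falls, among them all 210. There were 3491 regions past the threshold without control replicate 1, without control replicate 2 there were 7947, without stress replicate 1 there were 41 and without stress replicate 2 there were 36. When all merged regions were tested, with a count of 0 where a library had no peak, edgeR gave 0 past the threshold and 4196 at an unadjusted p under 0.05. The inserted zeros raised the biological coefficient of variation of that fit to 1.13, so its loss of calls says little of the 210 regions. The biological coefficient of variation was 0.0590 over the 4 libraries, 0.0311 without either control library and 0.0773 without either stress library. In barcodes with at most 100 ATAC counts, measured in the same way as background, edgeR gave 0 regions past the threshold and 948 at an unadjusted p under 0.05. These barcodes held only 1.80% to 2.52% of the ATAC counts of a library, and the biological coefficient of variation was 0.177. Nuclei were not thinned to that depth, so 0 and 210 cannot be compared. The simulated data had 12.5% false calls, above the nominal share.

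**Figure D2:**
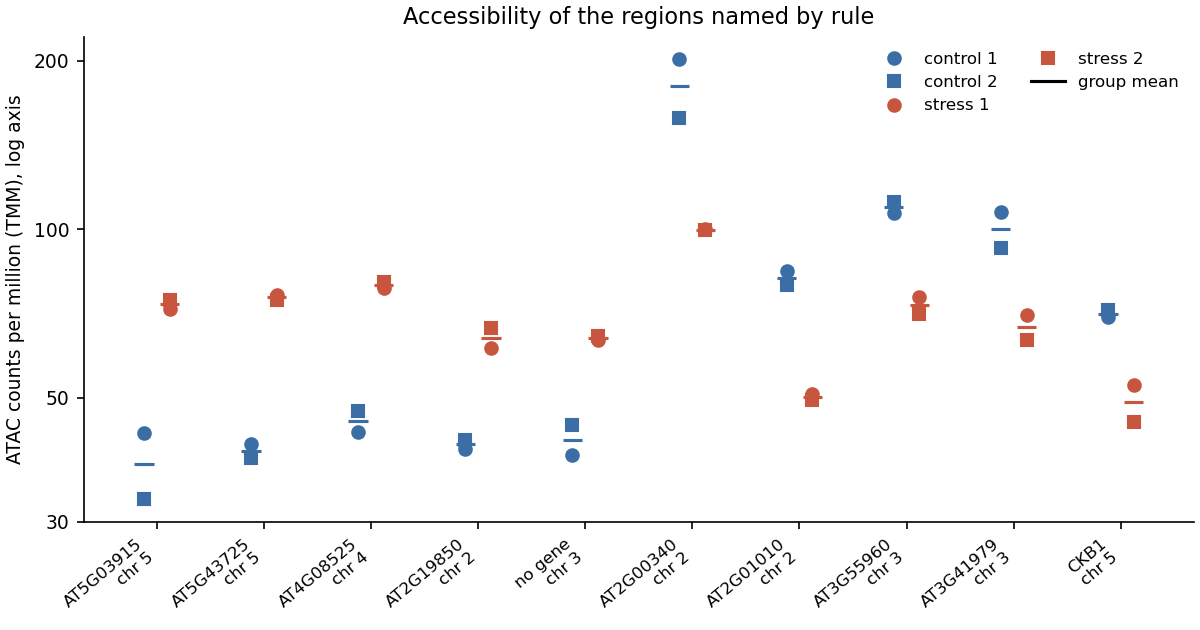
CPM after TMM (log axis) of the 10 regions named by the rule, with a point per library and a line at the mean of each group (n = 2). In each region both libraries of one group lie above both of the other.

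Of the regions past the threshold, 97 rises and 13 falls met the conditions for naming. The 5 with the largest rise follow, all on TAIR10 with n = 2 libraries per group and an adjusted p from edgeR. The first, on chromosome 5 (8659693 to 8660909), covers the 3′ end of the long noncoding RNA gene AT5G03915 and lies upstream of CIPK25 and CYP71B11. It rose from 38.2 ± 7.36 to 73.4 ± 2.00 CPM (log2 change 0.95, SE 0.11, adjusted p 0.0325). The peak there was 645 and 531 bases wide in the control libraries and 1025 and 1060 in the stress libraries, and with peak width as an offset the change was 0.13 (adjusted p 0.186). Also on chromosome 5, a region (17559144 to 17560234) at an exon of the noncoding RNA gene AT5G43725 rose from 40.2 ± 1.60 to 75.7 ± 1.09 CPM (log2 change 0.92, SE 0.05, adjusted p 0.00641). Its peak also was wider under stress, and the offset left a change of 0.33 (adjusted p 0.0303). On chromosome 4, a region (15357871 to 15358826) between the long noncoding RNA gene AT4G08525 and TAFII15 rose from 45.4 ± 2.73 to 79.5 ± 1.54 CPM (log2 change 0.81, SE 0.06, adjusted p 0.0145). Upstream of AT2G19850, a region on chromosome 2 (8566824 to 8567806) rose from 41.3 ± 1.14 to 64.0 ± 3.58 CPM (log2 change 0.63, SE 0.06, adjusted p 0.0276). With the width offset its change was 0.34 (adjusted p 0.0362). Outside all genes and their 2 kb upstream, a region on chromosome 3 (3122765 to 3123660) rose from 42.1 ± 3.64 to 64.0 ± 0.87 CPM (log2 change 0.60, SE 0.07, adjusted p 0.0325).

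The 5 regions with the largest fall follow on the same terms. Over AT2G00340 and AT2G01023, a region on chromosome 2 (9558 to 10477) fell from 180 ± 30.7 to 99.97 ± 0.38 CPM (log2 change -0.85, SE 0.13, adjusted p 0.0412). Its adjusted p was 0.222 without stress replicate 1, 0.230 without stress replicate 2, and 0.0523 to 0.0746 with library totals, all barcodes or without the top 5% of nuclei. At the start of the ribosomal RNA gene AT2G01010, a region on chromosome 2 (3062 to 3939) fell from 81.9 ± 3.47 to 50.2 ± 0.84 CPM (log2 change -0.71, SE 0.05, adjusted p 0.0145). The region upstream of AT3G55960 on chromosome 3 (20764545 to 20765772) fell from 110 ± 3.47 to 73.2 ± 3.76 CPM (log2 change -0.58, SE 0.06, adjusted p 0.0325). The peak there was 1049 and 1034 bases wide in control and 643 and 616 under stress. With peak width as an offset the direction changed, to 0.14 (adjusted p 0.176), and without stress replicate 2 the adjusted p was 0.132. At the ribosomal RNA gene AT3G41979, a region on chromosome 3 (14199289 to 14200221) fell from 100 ± 10.5 to 66.9 ± 5.01 CPM (log2 change -0.58, SE 0.09, adjusted p 0.0412). Its adjusted p was 0.129 without stress replicate 2, 0.0523 with library totals and 0.0687 without the top 5% of nuclei. The region at the start of CKB1 on chromosome 5 (19126501 to 19127364) fell from 70.7 ± 1.38 to 49.1 ± 5.26 CPM (log2 change -0.53, SE 0.07, adjusted p 0.0412). Its adjusted p was 0.0971 without stress replicate 2, 0.0523 with library totals and 0.122 with peak width as an offset. Of these regions, 2 lie at ribosomal RNA genes and that over AT2G00340 lies beside such genes. They occur in many copies, so which copies gave the counts is not known. With all merged regions tested, the 10 named regions had adjusted p values of 0.0736 to 0.171. The biological coefficient of variation of that fit was 1.13, so these values say little of the named regions.

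A further region, which the study shows for the columella, was examined across all nuclei. On chromosome 5 it lies at 805360 to 806175, upstream of AT5G03330. It had 79.4 ± 5.90 CPM in control and 95.8 ± 1.33 under stress (n = 2 each), a log2 change of 0.27 (SE 0.07, edgeR adjusted p 0.0882). DESeq2 gave an adjusted p of 0.00193. The edgeR adjusted p was 0.000493 without control replicate 1 and 2.13e-08 without control replicate 2, but 0.391 without stress replicate 1, 0.474 without stress replicate 2 and 0.185 with the same nuclei per cluster.

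Gene accessibility asked the same question per gene. Of 22820 genes, 211 passed the threshold (edgeR), with 160 rises and 51 falls, and 5006 had an unadjusted p under 0.05. In 172 of the 211, a region past the threshold lay in the window of the gene. DESeq2 gave 1618 rises and 934 falls. With every peak of each library, edgeR gave 0 genes past the threshold and 2979 at an unadjusted p under 0.05. Missing peaks count as 0 there, and the biological coefficient of variation was 0.795, against 0.0511 in the main fit. Its loss of calls thus says little of the 211 genes. There were 4593 genes without control replicate 1 and without control replicate 2 there were 9882. The self-test had 8.78% false calls. The 3 largest rises by the naming rule were CYP71B11 (AT5G25120) and AT5G03915, which had the same counts from shared regions, and AT4G08525. The former pair rose by 0.62 (SE 0.06, adjusted p 0.0105) and the latter by 0.59 (SE 0.05, adjusted p 0.0105) on the log2 scale. The 3 largest falls were AT2G00340 and AT2G01023, again with the same counts, at -0.84 (SE 0.10, adjusted p 0.0219), and the ribosomal RNA gene AT2G01020 at -0.69 (SE 0.05, adjusted p 0.00608). Without the top 5% of nuclei the adjusted p of AT2G00340 was 0.0829.

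The study names 19 osmotic stress and auxin genes, and 14 of them had a shared region and were tested. The rest had none and have no value here. The study reported changes of these genes mostly in single cell types, in RNA, accessibility or both. The values here are accessibility summed over all nuclei, so they do not test those reports. Of the 14, 2 passed the threshold over all genes (edgeR). AT1G13930 rose from 22.9 ± 0.57 to 29.9 ± 0.08 CPM (log2 change 0.38, SE 0.05, adjusted p 0.0320, n = 2 each). This call was lost with library totals (adjusted p 0.0509), without stress replicate 1 (0.0825), without stress replicate 2 (0.0632), without the top 5% of nuclei (0.0601) and with the same nuclei per cluster (0.1605). EIR1 (PIN2, AT5G57090) fell from 43.2 ± 1.99 to 32.3 ± 2.06 CPM (log2 change -0.42, SE 0.06, adjusted p 0.0390). This call was lost with library totals (0.0578), without stress replicate 1 (0.0611) and with fragments in place of cut sites (0.0512). With every peak of each library, the adjusted p of AT1G13930 was 0.531 and that of EIR1 was 0.251. The biological coefficient of variation of that fit was 0.795, against 0.0511 in the main fit, so calls are lost there for that reason alone. MPK3 rose by 0.26 (adjusted p 0.0652), IAA14 by 0.26 (adjusted p 0.0641) and PHT1;1 by 0.22 (adjusted p 0.0762), short of the threshold. These 3 passed it with DESeq2 (at most 0.00176), without control replicate 1 (at most 0.000499) and without control replicate 2 (at most 2.19e-08). They stayed short of it without stress replicate 1 (0.153 to 0.317) and without stress replicate 2 (0.272 to 0.314). ABI2 changed by 0.15 (adjusted p 0.133), or 0.0216 with DESeq2. ABI5 changed by 0.01 (adjusted p 0.890), with the opposite sign without stress replicate 2 (-0.03). WRKY11 changed by 0.00 (adjusted p 0.997), with a sign that depended on the libraries (-0.11 without control replicate 1, 0.13 without control replicate 2, -0.06 without stress replicate 2). The other 5 genes, AT4G11230 (RBOHI), SNRK2-8, SNRK2.7, AT1G50890 (SP2L) and WRKY17, changed by 0.04 to 0.14, and PIN5 by -0.04, with adjusted p values of 0.200 to 0.725. The sign of AT4G11230 changed with the trend on accessibility removed (-0.0029), and that of SNRK2.7 with every peak of each library (-0.46). Without control replicate 1, AT4G11230 (0.0349), AT1G50890 (0.0234), WRKY17 (0.0353) and ABI2 (0.0118) passed the threshold. Without control replicate 2, ABI2 (1.04e-06), WRKY17 (1.03e-08) and WRKY11 (0.0269) did so. All of these stayed short of the threshold without stress replicate 1 or stress replicate 2.

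As a list, the osmotic stress genes of the study rose (mean log2 change 0.132, all 11 tested genes up, the least by 0.00076, camera adjusted p 0.00245). This was the only call among the 7 lists under camera with its preset correlation, and no list passed under an estimated correlation (adjusted p 0.450 for this list) or under fry (0.102), which were the alternatives that moved it most. In this list 1 gene passed over all genes tested and 4 when adjusted over the list alone. PHT1;1 is among these 4, and the study introduces it as a gene of phosphorus uptake that was more accessible under stress in these samples. For the auxin genes the mean was -0.067 (3 tested, camera adjusted p 0.718), with 1 gene past the threshold over all genes and 2 when adjusted over the list alone. Trichoblast trajectory cluster 1 had a mean of 0.087 (13 tested, adjusted p 0.127), with counts of 1 and 3. It passed the threshold without control replicate 2 (mean 0.18, adjusted p 0.000489), while without control replicate 1 its mean was -0.0068. Trajectory cluster 2 had a mean of -0.015 (42 tested, adjusted p 0.705), with counts of 0 and 3. Trajectory cluster 3 had a mean of -0.0033 and a median of 0.0071, which differ in sign (28 tested, adjusted p 0.995), with counts of 0 and 1. H3K4 methylation genes had a mean of -0.051 (11 tested, adjusted p 0.320), with counts of 0 and 0 by edgeR, 2 at an unadjusted p under 0.05 and 0 by DESeq2. The classic osmotic and ABA response genes had a mean of 0.077 (11 tested, 8 up, adjusted p 0.159), with 0 genes past the threshold over all genes and 6 when adjusted over the list alone. KIN1 and NCED3 of that list were not tested. The lists of the study are not independent evidence, since it examined the same samples when it named their genes. Its trichoblast lists came from RNA of trichoblast and quiescent center cells, and its H3K4 methylation list from the columella. The values here are accessibility over all nuclei, so they do not test its findings in those cells.

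Clusters of nuclei were compared to ask whether their shares changed. None of the 11 clusters passed an adjusted p of 0.05 (edgeR), and 2 had an unadjusted p under 0.05. Cluster 2 held 23.6% (95% interval 22.6% to 24.7%) and 15.95% (15.3% to 16.6%) of the nuclei in control replicates 1 and 2, and 9.69% (9.23% to 10.2%) and 10.3% (9.78% to 10.8%) in stress replicates 1 and 2. Its log2 change was -0.99 (SE 0.33, adjusted p 0.101). Cluster 10 had 85 nuclei, 75 of them from control replicate 1, and 77.7% of its counts lay in regions that match the mitochondrial genome (adjusted p 0.0545). Without control replicate 1 or without control replicate 2, 10 clusters passed the threshold in each case, and without stress replicate 1 cluster 10 passed it (adjusted p 0.0355). The clustering itself moved the result as well. Clustering without changed and organelle regions gave 3 of 6 clusters past the threshold, and nuclei above 2000 ATAC counts gave 8 of 9. Clustered without organelle and ribosomal RNA regions, 4 of 7 passed.

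**Figure D3:**
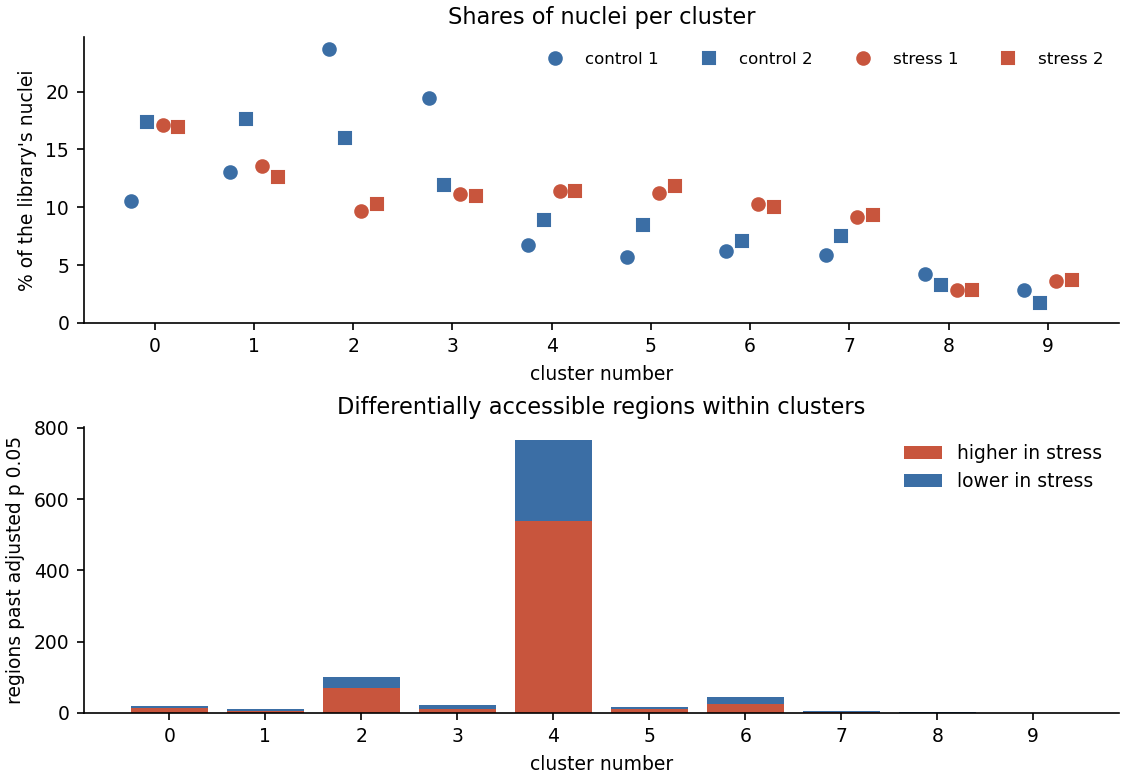
Top, percentage of the nuclei of each library in clusters 0 to 9. Bottom, number of regions past an adjusted p of 0.05 within each cluster, rises and falls stacked. Cluster 4 had 765 such regions and cluster 2 had 100, and the other clusters had 0 to 45.

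Within the 10 clusters with enough nuclei, 985 pairs of region and cluster passed the threshold (edgeR, adjusted within each cluster), with 673 rises and 312 falls, and 21791 had an unadjusted p under 0.05. Cluster 4 had 538 rises and 227 falls, and cluster 2 had 69 rises and 31 falls. The other clusters had 0 to 45 each. Cluster 9 had 0 by edgeR and 1365 regions at an unadjusted p under 0.05. Depth differed between clusters, with a median count per library and region of 64.75 in cluster 8 and 417.5 in cluster 4. With every cluster thinned to the same total, the sum was 97, of which cluster 4 had 80. Without control replicate 1 the sum was 4926 (cluster 4, 2962), without control replicate 2 it was 7799 (cluster 4, 1635), without stress replicate 1 it was 103 (cluster 4, 45) and without stress replicate 2 it was 89 (cluster 4, 33). Cluster 6 had 1641 without control replicate 2, more than cluster 4. The difference of the effect between clusters was tested by an interaction term, which was past the threshold in 469 regions (edgeR, 3234 at an unadjusted p under 0.05). Without control replicate 2 it was past the threshold in 895 regions, and without stress replicate 1 or stress replicate 2 in 11 each.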

Values the study reported

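The study reported 16,670 nuclei after its filters, of which 5,696 came from control and 10,974 from stressed plants.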

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

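The tests of RNA counts and the count without regions that match the mitochondrial genome were chosen after the data had been seen, and the other tests in this part were planned.

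The change under stress differed between clusters in 469 of 18340 regions, by the interaction of cluster and condition (edgeR, Benjamini-Hochberg, 3234 at an unadjusted p under 0.05). This test of a difference between groups of nuclei is what called for a closer look. The clusters were drawn from the same counts that were tested. Of the 469 regions, 110 (23.5%) match the mitochondrial genome. With matching regions left out of the test, 326 regions were past the threshold, so the counts of matching regions were not the whole cause. The clusters were still drawn with matching regions, so an effect of the match through the clustering stays open. Control replicate 1 lies apart from the other libraries, and whether it was the cause stays open. Without it 515 regions were past the threshold. The spread of the remaining control library was then assumed to be that of the stress libraries, which lie closer together. A higher count can follow from that alone, so the 515 regions cannot decide the question. Unequal depth of the clusters cannot be the whole cause, since 37 regions were past the threshold with every cluster thinned to the same total, but the fall from 469 to 37 leaves open how many of the rest depend on depth, and 21 of the 37 match the mitochondrial genome. Without control replicate 2 the count was 895, and without stress replicate 1 or stress replicate 2 it was 11 each. Simulated data with a change in 1 cluster gave 3 false calls. No split of 2 against 2 libraries can exclude chance. A mix of cell classes within clusters that differs between libraries stays open, as do other technical causes. That cell classes of the root respond differently to stress is the biological explanation the design gives, and it was not tested, because the clusters could not be named.

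The RNA counts of the same matrices were not part of the comparisons in the report and differed between the groups. Of 21936 RNA rows, 6584 passed the threshold (edgeR, Benjamini-Hochberg), with 3695 rises and 2889 falls. DESeq2 gave 6651 and library totals gave 6980. Library totals moved the median change of all rows by 0.10 on the log2 scale and the share of rises from 56.1% to 69.5%, so directions are relative to that shift. Without control replicate 1 there were 15376 rows and without control replicate 2 there were 14927. Without stress replicate 1 edgeR gave 0 rows past the threshold (4409 at an unadjusted p under 0.05), and without stress replicate 2 it gave 0 (4238 at an unadjusted p under 0.05). The splits that put 1 control and 1 stress library on each side gave 0 rows each (6 and 7 at an unadjusted p under 0.05). Such splits put the difference between the groups into the spread within each side, so low counts were bound to follow. Also, 3 splits are too few to exclude chance. A difference in depth was not the whole cause, since 5652 of the 6584 rows (85.8%) stayed past the threshold with every library thinned to the smallest total. A different mix of clusters was tested with the same number of nuclei of each cluster from each library, which left a mean of 4396 rows (SD 61.9 over 10 draws, 66.8%) past the threshold. With at least 4300 rows past the threshold in every draw, the mix of clusters was not the whole cause. How large its part was stays open, since the draws fell on both sides of the limit of 2 in 3 that had been set, from 65.3% to 68.2%, and fewer nuclei lower the count as well. Free RNA could not be told apart from RNA of the nuclei. The change in barcodes with few ATAC counts followed that in nuclei with a slope of 0.949 (r of 0.957 across rows, which are not independent replicates), and free RNA comes from the same roots, so a slope near 1 does not separate the causes. The rows carry no gene names here, so no biological reading of single rows was possible. A response of the plants to osmotic stress stays open beside these.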

How the results depend on the processing

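The alternatives with fragments, with the same nuclei per cluster, with the trend on accessibility or on GC content removed, without regions that match the mitochondrial genome, with clustering without changed, organelle or ribosomal RNA regions, with limits on fragments for called nuclei, leaving out each library for called nuclei and depth, and all alternatives for RNA counts were chosen after seeing the data. The cause was not tested for any value below unless a cause is named.

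The difference in called nuclei and the difference in depth kept their directions under every alternative, with 2859 to 8858 nuclei and -1392.25 to -439.75 counts when 1 library was left out, but the exact permutation test of 2 against 2 libraries could not pass 0.05. Regions shared by all libraries were 4986 under the stricter list of peaks, which holds fewer peaks by construction, and 18503 to 21868 when 1 library was left out.

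The 210 regions became 2270 with DESeq2 (all 210 among them), 59 with library totals, 106 without the top 5% of nuclei, 104 with the trend on GC content removed (102 of the 210 among them), 425 with peak width as an offset, 457 of 15983 with peak widths within 10%, 0 with all merged regions and 0 where no peak was called (4196 at an unadjusted p under 0.05), and 395 without regions that match the mitochondrial genome. Leaving out 1 library gave 36 to 7947: 3491 without control replicate 1, 7947 without control replicate 2, 41 without stress replicate 1 and 36 without stress replicate 2. All of the 210 that an alternative tested kept their direction (140 with peak widths within 10%, all 210 elsewhere), except with peak width as an offset, where 10 changed it and 155 stayed past the threshold. Of the 210, 33 stayed past it without stress replicate 1 and 29 without stress replicate 2. Rises outnumbered falls wherever regions were called. The filter on low counts removed no region, so its alternative tests nothing. With all merged regions the inserted zeros raised the biological coefficient of variation to 1.13, so that alternative says little of the calls. RLE factors, all barcodes, the limit of 2000 counts, equal nuclei, thinning, fragments, the same nuclei per cluster and the removed trend on accessibility gave 199 to 300 regions.

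The 211 genes became 2552 with DESeq2, 79 with library totals and 81 without the top 5% of nuclei. With every peak of each library there were 0 (2979 at an unadjusted p under 0.05). The biological coefficient of variation was 0.795 there, so that alternative says little of the calls. Leaving out 1 library gave 157 to 9882: 4593 without control replicate 1, 9882 without control replicate 2, 157 without stress replicate 1 and 185 without stress replicate 2.

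With the replicate number as a block, which the data do not bear out as a pairing (correlation of same-numbered deviations across regions -0.024), there were 865 regions, 1329 genes, 2258 calls within clusters, 4315 RNA rows and 2 clusters with a changed share.

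Of named regions and genes, reversed directions were few. With peak width as an offset AT3G55960 changed by 0.143, because its peaks were narrower under stress. ABI5 changed by -0.026 without stress replicate 2 and 0.052 without stress replicate 1, AT4G11230 by -0.0029 with the trend on accessibility removed and SNRK2.7 by -0.455 with every peak of each library. WRKY11, at 0.00076, changed by -0.0089 with nuclei above 2000 counts, -0.0073 without the top 5% of nuclei, -0.018 with the same nuclei per cluster, -0.111 without control replicate 1, 0.127 without control replicate 2 and -0.059 without stress replicate 2. Among values of named regions under alternatives, 210 kept direction and side of the threshold, 23 lost the call and 3 gained it. Among those of named genes, 330 kept both, 18 lost the call and 20 gained it.

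Among gene lists, 1 passed with camera, 0 with an estimated correlation and 0 with fry, where the mean of the osmotic stress genes stays at 0.132 by construction. Leaving out 1 library gave 1 to 2 lists, with 2 without control replicate 2. With regions at the gene start only, the mean of the auxin genes was 0.255 (1 gene left, by construction), that of trichoblast cluster 2 was 0.0087 and that of cluster 3 was 0.0068. With library totals that of cluster 3 was 0.0034. Leaving out 1 library gave -0.0068 to 0.1815 for trichoblast cluster 1, -0.0346 to 0.0055 for cluster 2 and -0.0083 to 0.0024 for cluster 3, the value of opposite sign being that without control replicate 1 in each. The other lists kept their direction.

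Clusters with a changed share numbered 0, against 1 at resolution 0.5, 2 with TMM, 8 with nuclei above 2000 counts, 3 of 6 clustered without changed and organelle regions, 4 of 7 clustered without organelle and ribosomal RNA regions, and 0 to 10 when 1 library was left out (10 without control replicate 1, 10 without control replicate 2, 1 without stress replicate 1). Calls within clusters were 985, against 97 with clusters thinned to the same total, where fewer counts are the cause by construction, and 89 to 7799 when 1 library was left out (4926 without control replicate 1, 7799 without control replicate 2, 103 without stress replicate 1, 89 without stress replicate 2). Regions with an interaction were 469, against 37 with thinned clusters and 11 to 895 when 1 library was left out (895 without control replicate 2, 11 without stress replicate 1, 11 without stress replicate 2). RNA rows past the threshold were 6584, and 0 to 15376 when 1 library was left out (15376 without control replicate 1, 14927 without control replicate 2, 0 without stress replicate 1, 0 without stress replicate 2). Where 1 library is left alone in a group, its spread is assumed to be that of the other group. The control libraries lie farther apart than the stress libraries, so leaving out a control library lowers the estimated spread and leaving out a stress library raises it. Depth limited the tests within clusters, with a median count of 64.75 per library and region in cluster 8. All alternatives set in advance were run.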

Other observations

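Chosen after the result was seen were the tests with equal nuclei per library, with cluster mix and mitochondrial matches together, of the trend on GC content and of the mix of clusters for the excess of rises, of free RNA by the summed RNA of barcodes with few counts, of mitochondrial DNA outside nuclei, and of limits on fragments, and the analyses with matched clusters, a removed trend or without matching regions were added after the data had been seen. The other tests in this part were written before their result.

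Control replicate 1 lay apart from control replicate 2, with a correlation of 0.958 across regions, against 0.973 between control replicate 2 and each stress library. Fewer nuclei and counts were not the cause alone, since with equal nuclei per library the control pair stayed at 0.954, below 0.967 for control replicate 2 with stress. With the same nuclei of each cluster, the control pair stayed below control replicate 2 with stress by a mean difference of -0.0035 (SD 0.00055 over 20 draws), so the mix of clusters alone was not the whole cause. Without regions that match the mitochondrial genome the control pair rose to 0.966, below 0.970. With both applied, the difference was 0.00021 (SD 0.00048). Compared with matched clusters alone, control replicate 2 with stress fell from 0.96955 to 0.96603, while the control pair was 0.96604 before and 0.96624 after. Compared with a random draw of the same size, the control pair rose from 0.9560 to 0.9662. The lower value of control replicate 2 with stress was 0.9662 in that draw and 0.9659 with both applied. Which value closed the gap thus depends on the starting point. The mix of clusters and the mitochondrial matches together stay open as a cause. GC content of regions explained 1.03% of the variance of the control log ratio, too little for a cause. The mean accessibility explained 17.8%, between the limits set for and against a weaker signal over background, which stays open. A difference between the plants or preparations of the control replicates was not tested.

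The RNA of nuclei of control replicate 1 lay nearer to that of stress nuclei than the RNA of control replicate 2 did. On an axis of RNA rows that differed between control replicate 2 and the stress libraries, 23.3% (95% interval 22.2% to 24.4%) of its nuclei were on the stress side of the midpoint, against 2.60% (2.33% to 2.90%) for control replicate 2 and 97.5% and 97.7% for the stress libraries. Few of them lay as far out as most stress nuclei, since the 95th percentile of control replicate 1 (0.50) was below the lower quartile of either stress library (0.71). Over summed RNA rows, which are not independent replicates, the control libraries correlated at 0.978, above the correlation of either with stress (at most 0.951). The rows of the axis were chosen with control replicate 2, so control replicate 1 lies nearer the middle in part by construction. A mixed sample with stressed nuclei would need the ATAC counts of its stress-side nuclei to lie at the stress libraries. They lay only 10.6% (SD 4.25 over 20 draws) of the way from control replicate 2 to stress, relative to its control-side nuclei, below the limit of 25% that had been set, though the same quantity in the other libraries was 13.2% to 25.3% with wide spread. Index hopping would put barcodes of stress nuclei among them, but 66 of 1389 stress-side and 198 of 4572 control-side barcodes were also called in a stress library (Fisher exact test, two-sided, p = 0.503). The correlation of the position with the RNA count over its nuclei was -0.326 (Spearman), but a pseudocount pulls nuclei with few counts toward 0, so this test is void. The summed RNA of its barcodes with few counts lay 0.92 farther to the stress side than that of its nuclei (log2), against 0.42 to 0.44 in the other libraries. Free RNA may thus be part of the cause, as a hypothesis. No biological explanation was tested.

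Regions that match the mitochondrial genome took 4.16% of the counts in nuclei of control replicate 1 (95% interval 4.15% to 4.16%), against 1.88% to 1.98% in the other libraries. The 121 such regions lie on chromosome 2, so reads of mitochondrial DNA and of the nuclear copy cannot be separated there. In barcodes with few counts the share was 18.5% to 25.1%, at least 5.89 times that in nuclei in every library. The ratio was lowest in control replicate 1, but it is divided by the share in nuclei, which is the excess itself. The share in barcodes with few counts was 24.5% in control replicate 1, inside the range of the other libraries. This test therefore cannot decide whether mitochondrial DNA outside nuclei is part of the excess. Cluster 3, with 13.6% of its counts in such regions, held 19.4% of the nuclei of control replicate 1, against 11.002% to 11.957% in the other libraries. How much of the excess lies in these nuclei was not tested, and its cause stays open. No biological explanation was tested.

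More regions rose (170) than fell (40) under stress. A weaker signal over background in the control libraries was tested by removing the trend on accessibility, which left 234 rises and 64 falls, so the trend was not the whole cause. GC content explained 2.90% of the variance of the stress log ratio over all tested regions, but the median was 31.2% in rises, 37.1% in falls and 35.3% in the others. With the trend on GC content removed, 74 rises and 30 falls were left, so GC content was not the whole cause but may account for part of the calls. With the same nuclei per cluster there were 158 rises and 75 falls, so the mix of clusters was not the whole cause either. The size of the excess depends on the test and on the libraries. Rises made 81.0% of the calls, against 71.2% with the trend on GC content removed, 67.8% with the same nuclei per cluster, 64.1% with DESeq2, 59.2% without control replicate 1, 53.9% without control replicate 2, 63.4% without stress replicate 1 and 61.1% without stress replicate 2. A response to stress stays open and was not tested apart from the comparison itself.

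The number of called nuclei here was 47991, with 18137 from control and 29854 from stress. That is higher than the values quoted from the study above. Limits on fragments in place of cut sites gave 39638 barcodes, which is still higher, so the unit of the limits is not the whole cause. Stress replicate 1 had 302 more called nuclei than the 15000 loaded, so if that load was exact, some called barcodes were not single nuclei of it. The further limits the study applied were not tested.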
